# In vivo mitochondrial base editing via adeno-associated viral delivery to mouse post-mitotic tissue

**DOI:** 10.1038/s41467-022-28358-w

**Published:** 2022-02-08

**Authors:** Pedro Silva-Pinheiro, Pavel A. Nash, Lindsey Van Haute, Christian D. Mutti, Keira Turner, Michal Minczuk

**Keywords:** Mitochondria, Mitochondrial genome, Genome

## Abstract

Mitochondria host key metabolic processes vital for cellular energy provision and are central to cell fate decisions. They are subjected to unique genetic control by both nuclear DNA and their own multi-copy genome - mitochondrial DNA (mtDNA). Mutations in mtDNA often lead to clinically heterogeneous, maternally inherited diseases that display different organ-specific presentation at any stage of life. For a long time, genetic manipulation of mammalian mtDNA has posed a major challenge, impeding our ability to understand the basic mitochondrial biology and mechanisms underpinning mitochondrial disease. However, an important new tool for mtDNA mutagenesis has emerged recently, namely double-stranded DNA deaminase (DddA)-derived cytosine base editor (DdCBE). Here, we test this emerging tool for in vivo use, by delivering DdCBEs into mouse heart using adeno-associated virus (AAV) vectors and show that it can install desired mtDNA edits in adult and neonatal mice. This work provides proof-of-concept for use of DdCBEs to mutagenize mtDNA in vivo in post-mitotic tissues and provides crucial insights into potential translation to human somatic gene correction therapies to treat primary mitochondrial disease phenotypes.

## Abstract (web summary)

Mutations in mitochondrial DNA can lead to clinically heterogeneous disease. Here the authors demonstrate in vivo base editing of mouse mitochondrial DNA in a post-mitotic tissue by AAV delivery of DddA-derived cytosine base editor (DdCBE).

## Introduction

Mitochondria play a central role in energy provision to the cell and in several key metabolic pathways, such as thermogenesis, calcium handling, iron-sulfur cluster biogenesis, and apoptosis^1,2^. Mitochondria produce energy in the form of ATP, which is synthesized in the process of oxidative phosphorylation (OXPHOS), involving sequential redox reactions coupled with proton pumping performed by mitochondrial membrane-embedded respiratory chain complexes (I–IV) and ATP synthase (complex V). In mammals, the mitochondrial proteome comprises ~1200 proteins^3^, with most of them being nuclear DNA (nDNA)-encoded. However, 13 essential OXPHOS polypeptides, and 22 tRNAs, and 2 rRNAs required for their translation reside inside the mitochondrial matrix, encoded by the mitochondrial DNA (mtDNA)—a 16.5 kb, maternally inherited multicopy circular genome.

Mitochondrial diseases are genetic disorders, caused by mutations, either in nDNA or mtDNA, that lead to mitochondrial energy production impairment and perturbations in other aspects of cellular homeostasis. With a prevalence of ~23 in 100,000, mitochondrial disorders are among the most common inherited diseases, and are often associated with severe disability and shortened lifespan^4^. There are currently no effective treatments for these disorders and clinical management focuses on treating complications^5^. Mutations in mtDNA and mitochondrial dysfunction have also been implicated in many common diseases with high societal impact and ageing^6,7^. Mammalian cells can contain 100–1000 s copies of mtDNA^8^. Pathogenic variants in mtDNA can either be present in all copies (homoplasmy) or only in a portion of genomes (heteroplasmy), with mutant load varying across cells, tissues, and organs^9^. In heteroplasmic cells, the mutant load required for clinical expression must exceed a threshold, which is highly variable and is dependent on the mtDNA variant, affected tissues/organ(s), and genetic/environmental contexts, but is usually more than 60%^10^.

Despite the ongoing genome-engineering revolution enabled by the CRISPR/Cas-based systems, mammalian mtDNA has been resistant to genetic modifications, in a large part owing to ineffective nucleic acid import into the mitochondria^11^. The inability to edit mtDNA sequences in mammalian mitochondria within cells has hampered the research of normal mtDNA processes, the development of in vivo models and therapies for mtDNA diseases. For many years the approaches towards manipulation of mtDNA in mammals have been mainly limited to mitochondrially targeted restriction enzymes^12–14^ and programmable nucleases^15–21^. These nucleases have been used to eliminate undesired mtDNA molecules from heteroplasmic populations, to move the mutant mtDNA heteroplasmy below the pathogenicity threshold^22^. Following extensive trials in vitro, the mitochondrial nuclease-based approaches have reached in vivo proof-of-concept. Delivered by adeno-associated virus (AAV) in heteroplasmic mouse models, mtRE, mtZFN, mitoTALEN, or mitoARCUS demonstrated specific elimination of the mutant mtDNA in the target tissues^23,24^, which in some models and approaches was accompanied by the molecular and physiological rescue of disease phenotypes^25–27^.

While programmable nucleases have proven useful in changing the existing heteroplasmy, they are unable to introduce novel mtDNA variants. However, recently a novel tool has emerged: DddA-derived cytosine base editor (DdCBE), which catalyzes site-specific C:G to T:A conversions in mtDNA with good target specificity in human cultured cells^28^. DdCBE is based upon a modified bacterial toxin DddA_tox_ (separated, non-toxic halves fused to TALE proteins) which is targeted to the mitochondrial matrix to catalyze the deamination of cytidines within dsDNA at sequence determined by TALE design^28^. Current DdCBEs deaminate cytidines (in the TC:GA sequence context) to uracil leading to a TC:GA > TT:AA mutations upon subsequent replication^28^. An initial proof-of-concept of successful installment of mtDNA edits by delivering DdCBEs mRNA into embryos in the mouse^29^ and zebrafish^30^ has also recently been provided.

In this study, we provide proof-of-concept for the use of DdCBEs in vivo in somatic tissue. We used the mouse heart as a surrogate of a post-mitotic tissue and showed that DdCBE delivered using AAV can install the desired mtDNA mutations in adult and neonatal mice. To the best of our knowledge, such a result has not been reported in the literature thus far. This work demonstrates that the DdCBE platform could be used for tissue-specific mtDNA mutagenesis in vivo and potentially for future therapies based upon somatic mitochondrial gene correction to treat mtDNA-linked mitochondrial diseases.

## Results

### Design of DdCBE and mtDNA editing in mouse cultured cells

With the intention of testing the emerging mtDNA editing DdCBE technology, we set off to induce de novo mutations in mouse mitochondrial complex I in cultured cells and in somatic tissues upon AAV delivery. We aimed at editing the GGA glycine 40 codon in mouse *MT-Nd3* (mtDNA positions: m.9576 G and m.9577 G) by targeting the complementary cytosine residues with DdCBE (Fig. 1a, C_12_ C_13_). 

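MT-Nd3, annotated as ND3, encodes a subunit of complex I and lies on the mouse mitochondrial genome (GRCm38) from position 9459 to 9806 (348 bp). It directly follows the tRNA-Gly gene, which spans positions 9391 to 9458. The TALE site on the light strand (m.9549 to m.9564) reads TCAGAAAAAGCAAATC and the site on the heavy strand (m.9584 to m.9599) reads CCCTACAAGCTCTGCA, both written as the reference strand. The 19 bp between them (m.9565 to m.9583) read CATATGAATGCGGATTCGA. Codon 40 is GGA, and m.9576 and m.9577 are its first bases. In the vertebrate mitochondrial code, editing both cytosines gives AAA (G40K), editing of C_13_ alone gives GAA (G40E) and editing of C_12_ alone gives AGA, a stop codon (G40*). Editing of C_6_ (m.9570) turns codon 38 from GAA into AAA (E38K). Of the other cytosines the paper names, C_17_ lies in codon 41, where its editing is synonymous, and editing of C_18_ changes codon 42 (D42N). On their own strand, C_6_, C_13_, C_17_ and C_18_ each follow a thymine, whereas C_12_ follows C_13_, a cytosine.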

To enable this, we designed four DdCBE pairs, containing TALE domains binding the mtDNA light (L) and heavy (H) strands (mtDNA positions m.9549–m.9564 and m.9584–m.9599, respectively) and different combinations of DddA_tox_ splits (G1333 or G1397), targeting a 19 bp-long sequence in the mouse *MT-Nd3* gene (mtDNA positions: m.9565–m.9583) (Fig. 1a-b) and named them DdCBE-Nd3-9577-1 to 4. The previous study has shown that for the sites containing two consecutive cytosines (preceded by a thymine), both of these cytosines can be edited by DdCBEs, with the following potential consequences TCC:GGA > TTC:GAA, TCC:GGA > TCT:AGA, TCC:GGA > TTT:AAA (edited C underlined)^28^. In line with this, we predicted three possible outcomes of m.9576 G and m.9577 G editing (Fig. 1b): [i] deamination of both complementary cytosines (Fig. 1b, C_12_ and C_13_), would result in glycine to lysine mutation (G40K), [ii] deamination of C_13_ would lead to a glycine to glutamic acid mutation (G40E), whereas [iii] exclusive editing of C_12_ would lead to a premature AGA stop codon (G40*), according to the mitochondrial genetic code (Fig. 1b). The three predicted mutations are located in the conserved ND3 loop, involved in active/deactive state transition of complex I (Fig. 1c-d)^31,32^.

**Fig. 1:**
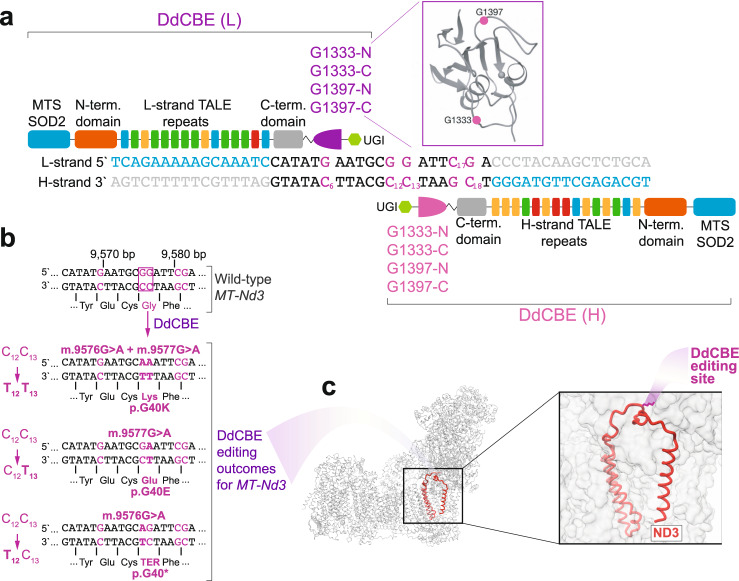
Design of DdCBEs and mutagenesis site. **a** The architecture of DdCBE monomers targeting m.9576 G (C_12_) and m.9577 G (C_13_). The DNA specificity is provided by TALE domains. In each experiment, different DddA_tox_ splits are used (G1397 or G1333, purple) to achieve editing of “TC” sites. MTS SOD2 mitochondrial targeting sequence from superoxide dismutase 2, UGI uracil glycosylase inhibitor, L-strand or (L) light mtDNA strand, H-strand or (H) heavy mtDNA strand. **b** The details and possible outcomes of m.9576 G (C_12_) and m.9577 G (C_13_) editing. The purple box indicates the desired editing sites; other potential editing sites are indicated in purple. **c** The structural model of mouse complex I with indicated MT-ND3 subunit (red). The inset shows the location of MT-ND3 p.G40K mutation on the evolutionary conserved MT-ND3 loop.

Next, we transiently delivered DdCBE-Nd3-9577 pairs into mouse cultured NIH/3T3 cells and selected the transfectants using fluorescence-activated cell sorting (FACS) at 24 h post-transfection and allowed for a 6 day-long recovery (Fig. 2a). After 7 days, we detected efficient editing of target cytosines by Sanger sequencing for the DdCBE-Nd3-9577 pairs 1, 2 and 3 (Fig. 2b). Although the targeted 19 bp sequence region between the TALE binding sites contained five cytosine residues with the correct thymine-cytosine (TC) consensus (Fig. 1a, C_6_, C_12_, C_13_, C_17_, and C_18_), positioning of the DddA_tox_ deaminase domain allowed for editing of C_12_, C_13_ leading to the expected changes in the *MT-Nd3* GGA glycine 40 codon (Fig. 2b). 

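NIH/3T3 is a line of mouse embryonic fibroblasts. The MT-Nd3 amplicon was sequenced in 8 cultures with active DdCBE (2 for each of the 4 pairs), in 8 with the catalytically inactive versions (2 for each pair) and in 2 vehicle cultures, 7 days after transfection (1 week in the sample labels). The authors trimmed paired reads with Trim Galore, aligned them to the mitochondrial genome with Bowtie2 and counted bases with SAMtools mpileup and VarScan, keeping a mapping quality of at least 30. Their deposited table gives the edited calls at each of the 5 cytosines the paper names as a whole percent. For the active cultures it also gives the percent of edited reads with each codon outcome, counted with cutadapt and SAMtools flagstat. These percents were used as deposited. The depth behind them is unknown, so no confidence intervals are given, and a listed 0 can hide editing below 1%. The sources do not say whether the cultures of a pair came from separate transfections, so the p-values measure the spread between these samples only. Active and inactive cultures were compared over all 4 pairs by two-sided exact permutation tests of the difference of means, with Benjamini-Hochberg adjustment over the 4 tests of the screen. These tests treat the 2 cultures of a pair as separate samples and do not match active with inactive cultures by pair. Their p-values can therefore be too small. A pair's 2 cultures against 2 others cannot give an exact permutation p below 0.333.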

Next, we performed next-generation sequencing (NGS) analysis of the DdCBE-Nd3-9577-mediated mutagenesis to quantify the editing in each target cytosine and measure the proportion of editing resulting in the G40K, G40E, G40* mutations. This analysis revealed up to ~43% editing of C_12_ and C_13_ for DdCBE-Nd3-9577 pair 1, ~20–35% editing for pairs 2 and 3, and confirmed negligible editing activity of pair 4 (Fig. 2c). Furthermore, most of the NGS reads for pair 1 contained editing of both C_12_ and C_13_ translating to G40K mutation (~92.5%), whereas DNA reads corresponding to the G40E and G40* changes constituted only ~4.5% and 3%, respectively (Fig. 2d). 

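Pair 1 edited both target cytosines to about the same level, pair 2 edited C_13_ more than C_12_, and pair 4 left C_12_ at 0 in both cultures. With pair 1, C_12_ editing was 41% ± 1.41 (SD, n = 2) and C_13_ editing was 42% ± 1.41 (SD, n = 2), the highest single value being 43% at C_13_. With pair 2, C_12_ editing was 18% ± 1.41 (SD, n = 2) and C_13_ editing was 33% ± 1.41 (SD, n = 2), a gap larger than the spread between cultures. With pair 3 the values lay closer together, at 26.5% ± 0.707 (SD, n = 2) for C_12_ and 30% ± 1.41 (SD, n = 2) for C_13_. With pair 4, C_13_ was listed at 1% in each culture. C_17_ and C_18_ were listed at 0 in all 8 active cultures. Over the 4 pairs, C_13_ editing was 26.5% ± 16.5 (SD, n = 8), against 0 in every inactive culture (two-sided exact permutation test, p = 0.000155, adjusted p = 0.000311, the smallest p that 8 against 8 allow). C_12_ editing was 21.4% ± 15.9 (SD, n = 8) against 0 (two-sided exact permutation test, p = 0.00699, adjusted p = 0.00932). Most of this spread lies between the pairs.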

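Nearly all edited reads of pair 1 carried both edits, and reads with a single edit were rare. G40K made up 92.4% ± 0.148 (SD, n = 2) of the edited reads. G40E accounted for 4.52% ± 0.156 (SD, n = 2) and G40* for 3.09% ± 0.311 (SD, n = 2). In each culture the G40E share exceeded the G40* share, by 1.10 points in one and 1.76 points in the other.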

A similar editing pattern, but with a higher proportion of reads corresponding to G40E, was observed for pair 3 (G40K: ~83%, G40E: 14% G40*: 3%) (Fig. 2d). However, the mutagenesis pattern detected for pair 2 was skewed towards G40E, as compared to pairs 1 and 3, with reads corresponding to G40E accounting for 45.5% of C_12_ and C_13_-edited reads (G40K: ~53% and G40*: 1.5%) (Fig. 2d). 

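With pair 3, most edited reads again carried both edits, and C_13_ alone was edited more often than C_12_ alone. G40K made up 83.0% ± 0.898 (SD, n = 2) of the edited reads, G40E 14.2% ± 0.262 (SD, n = 2) and G40* 2.86% ± 0.636 (SD, n = 2). The lowest G40E share with pair 3 was 14.0% and the highest with pair 1 was 4.63%, so the cultures of these pairs did not overlap.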

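Pair 2 left many reads edited at C_13_ but not at C_12_. Its G40E share was 45.6% ± 0.516 (SD, n = 2), beside a G40K share of 52.8% ± 0.509 (SD, n = 2) and a G40* share of 1.62% ± 0.0141 (SD, n = 2). The 4 cultures of pairs 1 and 3 had a mean G40E share of 9.36% ± 5.59 (SD, n = 4), which is 36.2 points lower. Both cultures of pair 2 lay above all 4 of the others (two-sided exact permutation test, p = 0.133, adjusted p = 0.133), and this is the smallest p that 2 cultures against 4 allow, so the comparison cannot pass 0.05.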

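C_6_ was edited at a low level by every active pair. It was listed at 3% in both cultures of pair 1, at 1% in those of pairs 2 and 3 and at 2% in those of pair 4, the pair with the weakest editing of C_12_ and C_13_. Over the 4 pairs the mean was 1.75% ± 0.886 (SD, n = 8), against 0 in the 8 inactive cultures, and it was higher in 8 of 8 cultures (two-sided exact permutation test, p = 0.000155, adjusted p = 0.000311). The values are whole percents, which leave differences between the cultures of a pair unresolved here.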

The NGS analysis revealed a low level (below 3%) of C_6_ (mtDNA position m.9570 G) for pairs 1–3, which is predicted to install the E38K change (Fig. 2c). To confirm that the observed mtDNA editing is indeed a result of the catalytic activity of DddA_tox_, we used the DdCBE-Nd3-9577 pairs harboring a catalytically inactive DddA_tox_ (E1347A) in a control transient transfection experiment. The NGS analysis showed that none of the catalytically inactive DdCBEs exerted detectable deamination activity that would lead to mtDNA editing, with the mutagenesis frequency being at the level of wild-type cells (Fig. 2c). 

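None of the control cultures showed editing that reached a whole percent. The 8 inactive and 2 vehicle cultures give 50 values at the 5 cytosines, and 0 of them are above 0. The inactive versions of the 4 pairs cannot be ranked, since all of their values are equal. A background below the rounding step of the table was not detectable.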

Based on these in vitro results, we concluded that the DdCBE-Nd3-9577-1 pair is the most suitable for efficient installation of G40K and decided to proceed with in vivo experiments using this set.

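Pair 1 had the highest editing of C_12_ and of C_13_ and the highest G40K share of the 4 pairs in each of its cultures. The few edited reads of pair 4 were mostly G40E, at 79.5% ± 1.36 (SD, n = 2), with 14.2% ± 0.474 (SD, n = 2) G40K and 6.24% ± 0.891 (SD, n = 2) G40*. The lowest G40K share of pair 1 was 92.3%, and the highest of any other pair was 83.6%, with pair 3. From the editing levels and the read patterns, the paper concludes that pair 1 is the most suitable for installing G40K and takes it into the mouse experiments.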

**Fig. 2:**
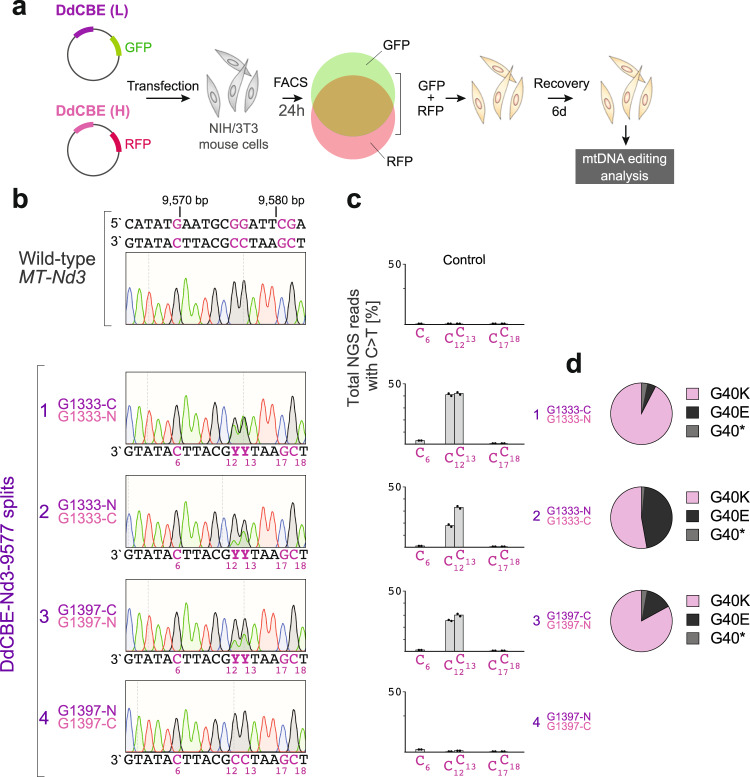
Mitochondrial DNA editing in cultured mouse cells. **a** Schematic of the general workflow for in vitro experiments that involve transient transfection of cultured mouse NIH/3T3 cells with plasmids co-expressing DdCBE monomers and fluorescent marker proteins, FACS-based selection of cells expressing both monomers and evaluation of mtDNA from DdCBE-treated cells. **b** Editing of mouse *MT-Nd3* with different DdCBE splits in cells 7 days post-transfection, analyzed by Sanger sequencing. Potential editing sites are indicated in purple. The C:G > T:A deamination leads to m.9576 G > A (C_12_ > T_12_) and m.9577 G > A (C_13_ > T_13_) mutations, which translate to p.G40K change in MT-ND3. **c** The NGS analysis of the editing region in cells treated with different DdCBE splits. Bars represent the mean (*n* = 2). Source data are provided as a Source Data file. The mutagenesis frequency for the catalytically inactive versions is provided in the Source Data file. **d** The distribution of NGS reads containing m.9576 G (C_12_) or m.9577 G (C_13_) edits. The G40K reads contain both m.9576 G > A (C_12_ > T_12_) and m.9577 G > A (C_13_ > T_13_) mutations, G40E reads contain only the m.9577 G > A (C_13_ > T_13_) mutation, while G40* reads contain only the m.9576 G > A (C_12_ > T_12_) mutation. Source data are provided as a Source Data file.

### AAV-based in vivo DdCBE editing of mtDNA in adult mice

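The MT-Nd3 amplicon was sequenced from 12 adult hearts. At 3 and at 24 weeks after injection there were 2 hearts each from mice given vehicle, catalytically inactive DdCBE and active DdCBE of pair 1, the latter groups at 1e12 viral genomes per monomer. The paper's long-range PCR of mtDNA came before the amplicon PCR. The authors deposited base counts per position and, for active hearts, the percent of edited reads with each codon outcome. The editing percents given here are the C-to-T calls on the edited strand, read as G>A for C_12_ and C_13_, over all base calls at the position in these counts. Counts were used for 11 of the 12 hearts. Which library holds the counts of the remaining heart (3 weeks, inactive) was not settled, so it was left out of the counts. At 3 weeks, calls at the 5 cytosines ranged from 8017 to 8033 in vehicle hearts (median 8026), from 8019 to 8024 in the inactive heart (median 8022) and from 8019 to 8023 in active hearts (median 8021). At 24 weeks they ranged from 8020 to 8026 with vehicle (median 8023), from 8022 to 8033 with inactive DdCBE (median 8027) and from 8021 to 8031 with active DdCBE (median 8026.5). Over all 31 hearts with counts, neonatal hearts included, the median was 8024. At C_12_ only 1 call in all hearts came from the forward strand. Intervals are 95% Wilson intervals. The reads are PCR products without molecular identifiers, so the intervals cover counting error only. Control hearts also carry edited calls at the 5 cytosines. The A calls at C_12_ had a mean base quality of 18.7 ± 6.58 (SD, n = 7) in adult control hearts and of 31 to 35 in active ones. Hearts are the replicates in each of the 12 tests of the heart amplicon, over which p-values were adjusted.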

To provide a proof-of-concept for in vivo mtDNA gene editing of somatic cells, we encapsidated the catalytically active and inactive versions of the DdCBE-Nd3-9577-1 monomers into the cardiotropic AAV9.45 serotype and administered them systemically via tail-vein injection at 1 × 10^12^ viral genomes (vg) per monomer per 8-week-old adult mouse (Fig. 3a). At 3- and 24-weeks post-injection, we confirmed successful DdCBE DNA delivery to the cardiac tissue by quantitative PCR (Supplementary Fig. 1a-b) and detected its expression in total mouse heart tissue by western blotting (Supplementary Fig. 1c) and immunohistochemistry (Supplementary Fig. 1d-e). 

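At 3 weeks, C_12_ and C_13_ were edited above the control level in both adult hearts given active DdCBE, and about as much at C_12_ as at C_13_. In mouse 3, C_12_ editing was 2.04% (95% Wilson interval 1.76 to 2.38%) and C_13_ editing was 1.99% (1.71 to 2.32%). In mouse 4 they were 0.960% (0.769 to 1.20%) and 1.02% (0.824 to 1.27%). The mean over both hearts was 1.50% ± 0.767 (SD, n = 2) at C_12_ and 1.51% ± 0.687 (SD, n = 2) at C_13_. The 3 control hearts of this time ranged from 0.274 to 0.449% at C_12_ and from 0.274 to 0.311% at C_13_. The intervals of both active hearts lie above each of these control values. C_6_ was 0.293% ± 0.0441 (SD, n = 2) in the active hearts and 0.324% ± 0.0352 (SD, n = 2) in the vehicle hearts, so no editing of C_6_ was detectable at this depth.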

At 3 weeks after DdCBE-Nd3-9577-1 AAV injections, we detected low-level editing (1–2%) of the target C_12_ and C_13_ bases (corresponding to m.9576G > A and m.9577G > A) by NGS, but not by Sanger sequencing (Fig. 3b-c). The NGS analysis revealed C_12_ and C_13_ mutagenesis in the hearts of animals injected with catalytically active DdCBE-Nd3-9577-1, but not in those injected with a vehicle or catalytically inactive DdCBE, with the C_12_ and C_13_ editing pattern resembling the one observed in in vitro experiments (Fig. 3d). 

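Over both times, adult hearts given active DdCBE had higher C_12_ and C_13_ editing than control hearts, and reads with both edits prevailed already at 3 weeks. The 4 active hearts exceeded the 7 control hearts by 5.39 points at C_13_, with 4 of 4 above every control (two-sided exact permutation test, p = 0.00606, adjusted p = 0.0104, the smallest p the design allows). At C_12_ the difference was also 5.39 points, with 3 of 4 above every control (two-sided exact permutation test, p = 0.0121, adjusted p = 0.0182). The controls had 0.468% ± 0.263 (SD, n = 7) at C_12_ and 0.402% ± 0.255 (SD, n = 7) at C_13_. One of them, vehicle mouse 9 at 24 weeks, had 1.03% (0.835 to 1.28%, Wilson) at C_12_ and 0.972% (0.780 to 1.21%) at C_13_. At 3 weeks the edited reads of the active hearts were 80.8% ± 4.55 (SD, n = 2) G40K, 11.6% ± 3.33 (SD, n = 2) G40* and 7.66% ± 1.22 (SD, n = 2) G40E. Without mouse 8 (24 weeks) the differences from controls were 3.01 points at C_12_ and 3.05 points at C_13_, and with the authors' deposited percents the difference at C_12_ was 8.38 points. In both hearts at 3 weeks the G40* share exceeded the G40E share, at levels below the G>A percents of vehicle hearts. Estimated from the shares and the C_12_ percent, G40* made up 0.202 and 0.146% and G40E 0.149 and 0.0894% of all reads, below the vehicle means of 0.374% at C_12_ and 0.293% at C_13_. The vehicle means come from base counts and the shares from reads matched without error, so that background cannot have entered the shares in full. How much of it did is unknown, and the order stays undecided.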

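At 24 weeks, both adult hearts given active DdCBE carried several times the C_12_ and C_13_ editing of any control heart of that time. Mouse 7 had 7.44% (95% Wilson interval 6.89 to 8.04%) at C_12_ and 7.33% (6.78 to 7.92%) at C_13_. Mouse 8 had 13.0% (12.3 to 13.7%) at C_12_ and 12.8% (12.1 to 13.6%) at C_13_. The means were 10.2% ± 3.93 (SD, n = 2) and 10.1% ± 3.90 (SD, n = 2). The authors' deposited whole percents of these hearts have means of 15.5% at C_12_ and 14.5% at C_13_, with mouse 8 at 20% for C_12_. C_6_ reached 0.791% ± 0.167 (SD, n = 2), against 0.361% ± 0.0705 (SD, n = 2) in vehicle hearts, while the deposited whole percents have a mean of 1.5% against 0. C_17_ was 0.118% ± 0.0441 (SD, n = 2) and C_18_ was 0.318% ± 0.0792 (SD, n = 2), beside vehicle means of 0.112% and 0.224%. Tested at this time alone, the difference from the 4 controls was 9.66 points at C_12_ and 9.60 points at C_13_ (two-sided exact permutation tests, p = 0.133 each), and 2 hearts against 4 allow no smaller p.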

Notwithstanding, at 24-weeks post-injection robust editing (10–20%) of C_12_ and C_13_ was observed in the cardiac tissue of mice injected with catalytically active DdCBE-Nd3-9577-1 by Sanger sequencing and NGS, with no detectable changes being detected for vehicle and catalytically inactive controls (Fig. 3e-f). 

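Reads with both edits dominated in the adult hearts at 24 weeks. The G40K share of edited reads was 93.3% in mouse 7 and 94.2% in mouse 8, a mean of 93.8% ± 0.643 (SD, n = 2). G40* reads made up 3.85% ± 0.445 (SD, n = 2) and G40E reads 2.37% ± 0.198 (SD, n = 2). The number of reads behind these shares is unknown.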

Further analysis confirmed that in the majority (94%) of the NGS reads both C_12_ and C_13_ were edited, translating into the G40K *MT-Nd3* mutation (Fig. 3g). We did not detect any adverse effect on mtDNA copy number in DdCBE AAV-transduced cardiac tissue as compared to vehicle-injected controls (Supplementary Fig. 1f-g). Taken together, these results established that DdCBE editing can be applied to install mtDNA mutations in vivo in post-mitotic tissues.

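Between 3 and 24 weeks the lowest C_12_ editing of an active adult heart went from 0.960 to 7.44%, with no overlap between the times. A test of 2 hearts against 2 was not run, since it cannot reach 0.05. From the C_12_ and C_13_ edits found with active but not with inactive DdCBE, the paper concludes that DdCBE can install mtDNA mutations in a post-mitotic tissue in vivo.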

**Fig. 3:**
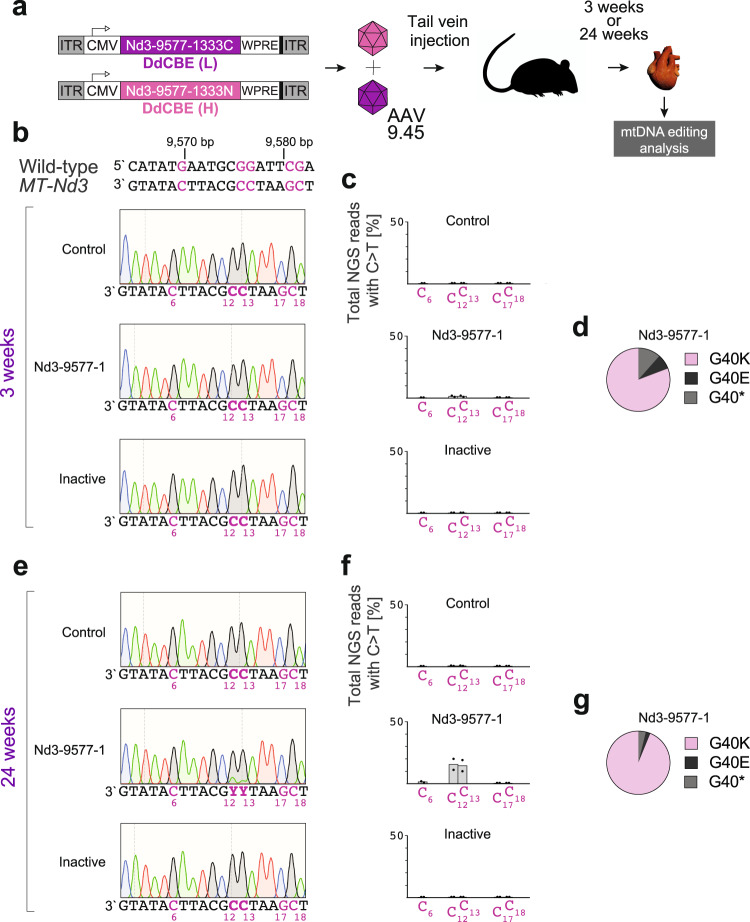
Mitochondrial DNA editing in adult mouse hearts. **a** Scheme of in vivo experiments with adult mice. The DdCBE-Nd3-9577-1 monomers (see Fig. 2), and their catalytically inactive versions, were encoded in separate AAV genomes, encapsidated in AAV9.45 then simultaneously administered by tail-vein (TV) injection at 1 × 10^12^ vg/mouse of each monomer. Animals were sacrificed either 3 or 24-weeks post-injection and their cardiac tissue was examined for mtDNA editing. **b, e** Editing of mouse *MT-Nd3* with DdCBE in mouse heart at 3-weeks (**b**) or 24-weeks (**e**) post-injection, analyzed by Sanger sequencing. Potential editing sites are indicated in purple. **c, f** The NGS analysis of the DdCBE editing within the targeted region in adult mouse hearts at 3 weeks (**c**) or 24 weeks (**f**) after injection. Bars represent the mean (*n* = 2). Source data are provided as a Source Data file. **d, g** The distribution of NGS reads containing m.9576 G (C_12_) or m.9577 G (C_13_) edits at 3 weeks (**d**) or 24 weeks (**g**) after injection. The G40K reads contain both m.9576 G > A (C_12_ > T_12_) and m.9577 G > A (C_13_ > T_13_) mutations, G40E reads contain only the m.9577 G > A (C_13_ > T_13_) mutation, while G40* reads contain only the m.9576 G > A (C_12_ > T_12_) mutation. Source data are provided as a Source Data file.

### AAV-based in vivo DdCBE editing of mtDNA in neonates

Having established that de novo mutations can be installed in vivo in the post-mitotic tissue of adult mice following AAV-assisted DdCBE transduction, we set off to investigate whether transgene delivery to younger subjects could enhance the editing. To this end, we injected neonatal subjects (first 24 h of life) with DdCBE-Nd3-9577-1 AAV9.45 and its catalytically inactive version via temporal vein injection at 1 × 10^12^ vg per monomer per animal (Fig. 4a). 

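The MT-Nd3 amplicon was sequenced from 20 neonatally injected hearts taken 3 weeks later, 7 given vehicle, 6 given inactive DdCBE and 7 given active DdCBE. Calls at the 5 cytosines ranged from 8020 to 8031 in vehicle hearts (median 8026), from 8017 to 8034 in inactive hearts (median 8024) and from 8016 to 8030 in active hearts (median 8024). Editing percents were computed as for the adult hearts. The counts also cover the rest of the amplicon, which runs from m.9434 to m.9607, and 149 of its positions had at least 1000 calls in every heart. At each of the 56 C:G positions among them, the mean percent of C:G-to-T:A calls was compared between the 7 active hearts and the 13 control hearts by a two-sided permutation test over all 77520 splits, with Benjamini-Hochberg adjustment over the 56 positions. One of the 56, m.9461, is a C in the reference of the count files and a T in GRCm38. The most frequent other substitution at each of the 149 positions was tested in the same way. The mean base quality of the A calls at C_12_ was 35 to 36 in active hearts and 18.6 ± 4.70 (SD, n = 13) in control hearts.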

Upon sacrificing the animals at 3-weeks post-injection, we confirmed successful DdCBE-Nd3-9577-1 AAV delivery (Supplementary Fig. 2a) and robust expression in the total mouse heart (Supplementary Fig. 2b-c). At this time-point we observed high efficiency of editing of mtDNA in mouse heart, with Sanger sequencing and NGS revealing 20–30% of C > T (G > A) changes of C_12_ and C_13_ in the DdCBE-Nd3-9577-1-targeted spacing region (Fig. 4b-c). 

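In neonatal hearts given active DdCBE, C_12_ and C_13_ were edited to nearly the same level, C_6_ was edited at a low level, and C:G-to-T:A calls were also higher at further C:G positions of MT-Nd3, most of them outside the spacer. C_12_ editing was 19.7% ± 3.61 (SD, n = 7), from 15.2 to 25.9% per heart, and C_13_ editing was 19.5% ± 3.62 (SD, n = 7), from 15.1 to 25.8%. C_6_ editing was 1.26% ± 0.260 (SD, n = 7), against 0.360% ± 0.134 (SD, n = 7) with vehicle, and all 7 active hearts lay above all 7 vehicle hearts (two-sided exact permutation test, p = 0.000583, adjusted p = 0.00233). With the authors' deposited whole percents this difference was 2 points instead of 0.903. C_17_ (0.0801% ± 0.0471, SD, n = 7) and C_18_ (0.249% ± 0.0543, SD, n = 7) did not pass the test over the amplicon (permutation test, adjusted p = 0.541 and 0.635). Outside the 5 cytosines, 11 of 51 C:G positions were higher in active hearts and 0 were lower by this permutation test, with 15 at an unadjusted p under 0.05. Of the 51, 20 lie in the amplicon primers, whose sequence the reads carry there, so editing could not be seen at them. Among these 20, 0 were called. The positions under 0.05 that were not called (m.9438, m.9595, m.9598 and m.9603) were all lower and in the primers. The 51 include m.9461, which was not called, and leaving it out, an alternative added after the data were seen, also gave 11. Calls of lower positions appeared under some alternatives: 3 without control mouse 29, 2 without active mouse 16, 1 each without active mouse 15 or 26 or control mouse 20, 24 or 25, 2 with inactive hearts as the only controls, 1 with vehicle hearts as the only controls and 3 by Fisher's exact test on pooled counts. The highest was m.9499 (S14F), at 4.05% ± 0.528 (SD, n = 7) against 0.0816% ± 0.0506 (SD, n = 13) in controls. It was followed by m.9482, a synonymous position, at 2.97% ± 0.482 (SD, n = 7), and by m.9564 (P36S), the last base of the TALE site on the light strand, at 2.04% ± 0.437 (SD, n = 7). In the same TALE site, m.9552 (E32K) reached 1.05% ± 0.213 (SD, n = 7) and m.9550 (S31L) 0.566% ± 0.160 (SD, n = 7). Of the 11 positions, 6 change the protein, 9 have their cytosine on the light strand and 7 have it after a thymine. The counts by protein change and by strand were not compared with those over all positions tested. At 9 of the 11, every active heart lay above every control, where the permutation p was 2.58e-05 (adjusted p = 0.00012), the smallest that the 77520 splits allow. The smallest difference called was at m.9464, a synonymous position not after a thymine, at 0.0357% ± 0.0168 (SD, n = 7) against 0.0134% ± 0.0119 (SD, n = 13). Its lowest active heart stood at 0 (permutation test, adjusted p = 0.0144), and the rise of 0.0222 points is below the 0.1 points used in the simulation. No other substitution was called (0 of 149 by the permutation test and 0 by a quasi-binomial model, 31 at an unadjusted p under 0.05). Most of the 31 were lower in active hearts, and the smallest adjusted p of the permutation test was 0.0577. A lower rate of other substitutions in active libraries is therefore not excluded. Fisher's exact test on pooled counts called 40, of which 2 were higher in active hearts, but it treats calls and not hearts as replicates. When single hearts were left out the permutation test called 0 to 10, all lower in active hearts (10 without control mouse 29, 4 without active mouse 26, 3 without control mouse 24, and 1 each without control mouse 25 or active mouse 16). 

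**Figure D1:**
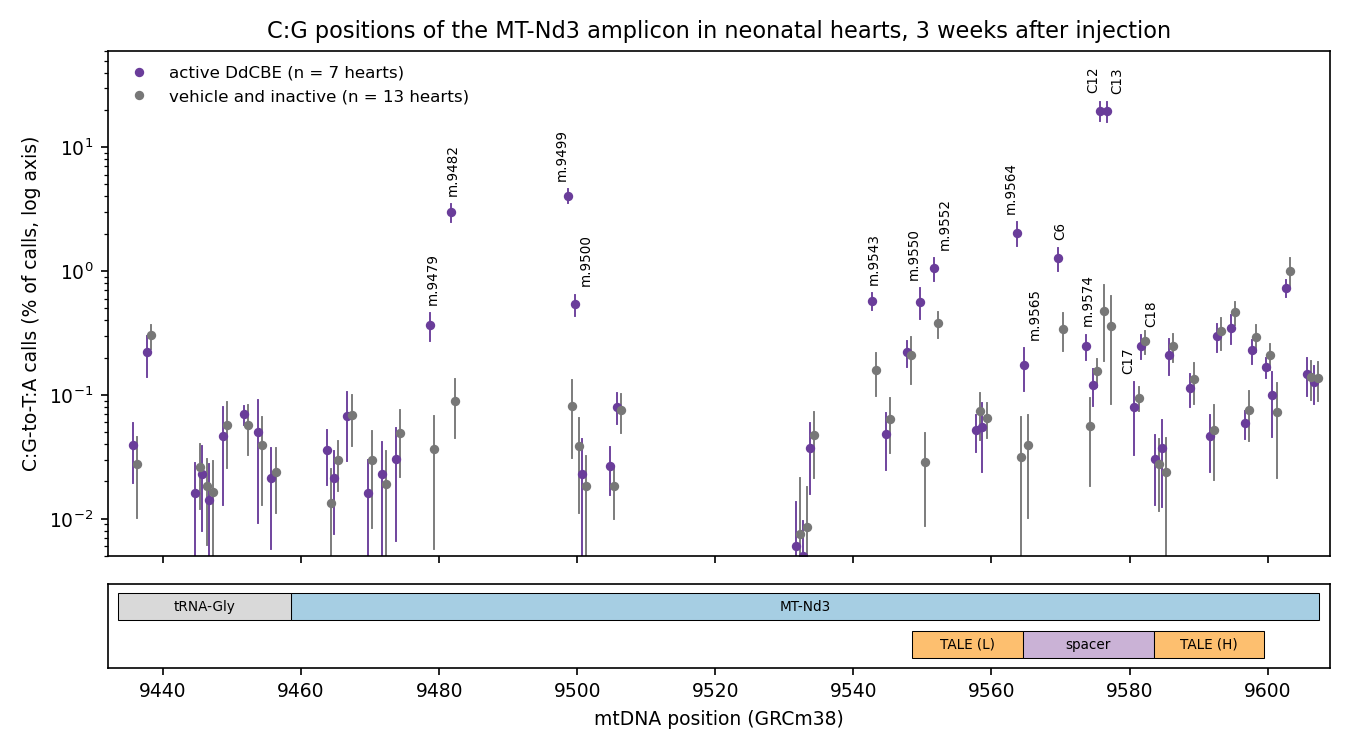
C:G-to-T:A calls in percent (log axis) at each C:G position of the MT-Nd3 amplicon against mtDNA position, as mean and SD over 7 active and 13 control neonatal hearts, with the genes and the TALE sites drawn to scale. C_12_ and C_13_ stand near 20%, m.9499, m.9482 and m.9564 lie between 2 and 4.1%, and values under the lower end of the axis are cut off there.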

No editing of these bases was observed in the control pups injected with a vehicle and the catalytically inactive DdCBE-Nd3-9577-1 AAVs (Fig. 4c). 

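Control pups stayed far below the active ones at both target cytosines, and a single inactive heart lay above 1%. With vehicle, C_12_ was 0.383% ± 0.0715 (SD, n = 7) and C_13_ 0.251% ± 0.0573 (SD, n = 7). The active hearts were 51.6-fold higher at C_12_ and 77.7-fold higher at C_13_, in 7 of 7 hearts each (two-sided exact permutation tests, p = 0.000583, adjusted p = 0.00233, the smallest p that 7 against 7 allow). With inactive DdCBE, C_12_ was 0.588% ± 0.410 (SD, n = 6) and C_13_ 0.482% ± 0.375 (SD, n = 6), and again all active hearts were higher (two-sided exact permutation tests, p = 0.00117, adjusted p = 0.0028). Inactive mouse 13 had 1.30% (95% Wilson interval 1.07 to 1.57%) at C_12_ and 1.18% (0.969 to 1.44%) at C_13_. Inactive mice 27 (0.822% at C_12_, 0.560% at C_13_) and 19 (0.536 and 0.461%) also lay above every vehicle heart. The highest vehicle values were 0.461 and 0.336%. Inactive mice 21, 22 and 24 lay within or below the vehicle range.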

The vast majority of NGS reads (95%) contained simultaneous edits of C_12_ and C_13_ (corresponding to m.9576 G > A and m.9577 G > A), translating into the G40K *MT-ND3* mutation (Fig. 4d). 

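Almost every edited read from neonatal hearts carried both edits, with little spread between animals. The G40K share was 94.9% ± 0.245 (SD, n = 7), from 94.5 to 95.3%. G40* reads made up 3.24% ± 0.148 (SD, n = 7) and G40E reads 1.86% ± 0.140 (SD, n = 7). Against the 4 adult active hearts the G40K share was 7.61 points higher, above all 4 of them (two-sided exact permutation test, p = 0.00606, adjusted p = 0.0104). Against the adult hearts at 24 weeks alone the difference was 1.11 points (two-sided exact permutation test, p = 0.0556, the smallest p that 7 against 2 allow). Without mouse 4 it was 4.37 points over all adults. It turned to -1.92 points when the vehicle percent was taken off the single-edit reads, which set those reads to 0 in all 4 adult hearts, and to -1.74 points with control mouse 9 left out of that percent, an alternative added after the data were seen, where mouse 8 kept G40* reads. The vehicle percent comes from base counts, a measure unlike the read shares, so both reversals may come from the subtraction itself.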

We did not observe any significant changes in mtDNA copy number in the AAV-treated mice as compared to the vehicle-injected controls (Supplementary Fig. 2d). 

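Neonatal injection gave the highest C_12_ and C_13_ editing of the 3 active groups of hearts, and every neonatal heart lay above every adult heart. At 3 weeks, C_12_ editing was 13.1-fold and C_13_ editing 12.9-fold that of adults, differences of 18.2 and 18.0 points. Against adults at 24 weeks the fold was 1.93 at both cytosines, with differences of 9.52 and 9.41 points. With 7 hearts against 2, each of these 4 comparisons had the smallest p possible (two-sided exact permutation tests, p = 0.0556), so none can pass 0.05. With the authors' deposited percents, the lowest neonatal heart and adult mouse 8 at 24 weeks both stand at 20% for C_12_. Age at injection, sex (the paper's adults were males, its pups of both sexes), route, dose per body mass (the dose per animal being equal) and, against the 24-week adults, time after injection differ together between these groups. From the higher editing in pups, the paper concludes that treating younger animals improves the efficacy of mtDNA modification.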

Taken together, these data not only further confirm that DdCBE-mediated mtDNA editing is possible in post-mitotic tissues upon AAV delivery, but also show that treatment of the younger subjects is beneficial for the efficacy of mtDNA modification.

**Fig. 4:**
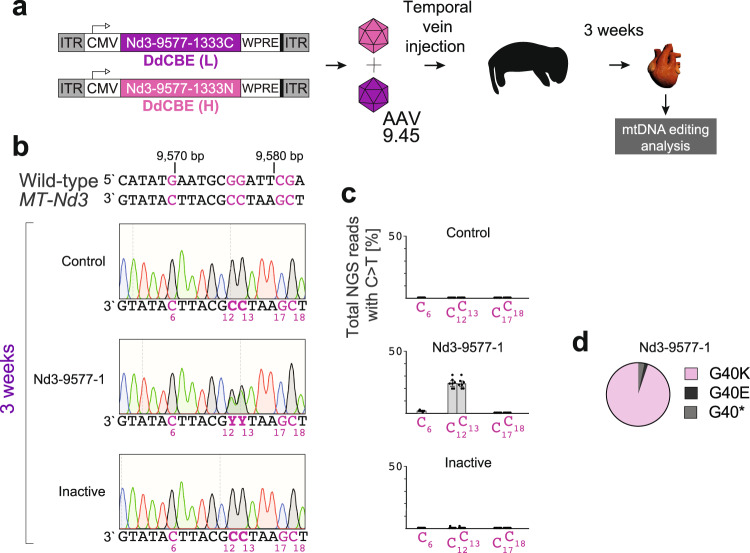
Mitochondrial DNA editing in neonatal mouse hearts. **a** Scheme of in vivo experiments with neonatal mice. The DdCBE-Nd3-9577-1 monomers (see Fig. 2), and their catalytically inactive versions, were encoded in separate AAV genomes, encapsidated in AAV9.45 then simultaneously administered by temporal vein injection at 1 × 10^12^ vg/mouse of each monomer. Animals were sacrificed 3-weeks post-injection and their cardiac tissue was examined for mtDNA editing. **b** Editing of mouse *MT-Nd3* with DdCBE in neonatal mouse heart at 3-weeks post-injection, analyzed by Sanger sequencing. Potential editing sites are indicated in purple. **c** The NGS analysis of the DdCBE editing within the targeted region in neonatal mouse hearts. Bars represent the mean and error bars represent ±SEM (*n* = 7). Source data are provided as a Source Data file. **d** The distribution of NGS reads containing m.9576 G (C_12_) or m.9577 G (C_13_) edits in neonatal hearts at 3-weeks post-injection. The G40K reads contain both m.9576 G > A (C_12_ > T_12_) and m.9577 G > A (C_13_ > T_13_) mutations, G40E reads contain only the m.9577 G > A (C_13_ > T_13_) mutation, while G40* reads contain only the m.9576 G > A (C_12_ > T_12_) mutation. Source data are provided as a Source Data file.

### Off-target editing by DdCBE in adult and neonatal mice followed AAV delivery

To score mtDNA-wide off-targeting in the mice, we analyzed mtDNA from hearts of vehicle-injected controls and mice injected with active or inactive versions of the DdCBE-Nd3-9577-1 pair. 

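For mtDNA-wide off-targeting, 24 of the hearts were used. The adults gave 2 vehicle, 2 inactive and 2 active hearts at each time, and the neonates 3 vehicle, 3 inactive and 6 active hearts. The authors amplified the mitochondrial genome in overlapping long-range PCR products, aligned the reads with Bowtie2 and called bases with REDItools2.0 at a base quality of at least 30. Their deposited table gives, per heart, the summed frequencies of off-target C:G-to-T:A changes over the 5990 C:G sites of mouse mtDNA, divided by that number, as a percent, with the mean depth per position. The mean depth ranged from 3629 to 5066 (median 4014) in the control hearts of adults at 3 weeks, and was 4106 and 5761 in the active ones. At 24 weeks it ranged from 3528 to 5928 (median 5001) in controls and was 3932 and 4408 in active hearts. In neonates it ranged from 3965 to 4897 (median 4479) in controls and from 1425 to 6803 (median 5340) in active hearts. The frequencies were used as deposited, since the calls at single sites were not analysed here. Active hearts were compared with vehicle and inactive hearts together by two-sided exact permutation tests, adjusted over 4 comparisons.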

Vehicle-injected and catalytically inactive editor samples were used as a control in order to distinguish DdCBE-induced C:G-to-T:A single-nucleotide variants (SNVs) from natural background heteroplasmy. The average frequencies of mtDNA-wide off-target C:G-to-T:A editing by DdCBE-Nd3-9577-1 in the adult animals treated for 3 weeks were comparable to those of the vehicle-injected and catalytically inactive-DdCBE controls (0.026–0.046%) (Supplementary Fig. 3a). However, the adult mice treated with DdCBE-Nd3-9577-1 for 24 weeks showed ~7-fold higher average off-target editing frequency (0.22-0.30%) as compared with the controls (Supplementary Fig. 3a). 

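In adults at 3 weeks, the mtDNA-wide frequency was slightly higher in the hearts given active DdCBE than in controls. It was 0.0465% in mouse 3 and 0.0341% in mouse 4, a mean of 0.0403% ± 0.00873 (SD, n = 2). The vehicle and inactive hearts had 0.0281% ± 0.00171 (SD, n = 4), from 0.0265 to 0.0301%. Both active hearts lay above all 4 controls, a 1.43-fold difference (two-sided exact permutation test, p = 0.133, adjusted p = 0.133), but 2 hearts against 4 allow no smaller p. Without mouse 3 the difference fell from 0.0122 to 0.006 points.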

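At 24 weeks, the mtDNA-wide frequency of adult active hearts was 7.30-fold that of controls. Mouse 7 had 0.217% and mouse 8 had 0.302%, a mean of 0.260% ± 0.0604 (SD, n = 2). The 4 control hearts had 0.0356% ± 0.0086 (SD, n = 4), the highest being vehicle mouse 9 at 0.0477%. Both active hearts lay above all 4 controls (two-sided exact permutation test, p = 0.133, adjusted p = 0.133, the smallest p this design allows).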

We observed the highest off-target editing in the neonates treated with DdCBE-Nd3-9577-1, which was ~3-fold higher than the one observed for 24-week AAV-treated adult mice (Supplementary Fig. 3a). 

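Neonatal active hearts had the highest mtDNA-wide frequencies of all groups and also varied most. Their mean was 0.823% ± 0.273 (SD, n = 6), from 0.615 to 1.29%. The neonatal controls had 0.0330% ± 0.00438 (SD, n = 6), so the active hearts were 24.9-fold higher, in 6 of 6 hearts (two-sided exact permutation test, p = 0.00216, adjusted p = 0.00866). Against the adult active hearts at 24 weeks the fold was 3.17, with no overlap between the groups (two-sided exact permutation test, p = 0.0714, adjusted p = 0.133, the smallest p that 6 against 2 allow).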

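Across active hearts, groups with more C_12_ editing also had more mtDNA-wide off-target editing, while within the neonatal group the relation did not pass the test. The 3 groups did not overlap in C_12_ editing, so no correlation over all 10 hearts is given, and only the 6 neonatal hearts form a group large enough for one. Within these 6, Pearson's r between C_12_ editing and the mtDNA-wide frequency was 0.781 (exact permutation test, p = 0.119, adjusted p = 0.119) and Spearman's rho was 0.771 (exact permutation test, p = 0.103, adjusted p = 0.119), among 6 correlations computed. Without mice 14 and 16, the hearts farthest from the median in C_12_ editing, r was -0.0185 (exact permutation test, p = 1). Leaving out the extremes narrows the range and leaves too few hearts for a p under 0.05, so this shows only that r depends on those hearts. Without mouse 14 alone, which had the highest values of both measures, r was 0.252. The mtDNA-wide frequency divided by C_12_ editing was 0.0227 and 0.0356 in the adults at 3 weeks, 0.0291 and 0.0233 at 24 weeks, and 0.0303 to 0.0543 in neonates. These ratios include the background of both measures. With the control means of the same age and time taken off, they were 0.0108 and 0.0097, 0.0264 and 0.0215, and 0.0294 to 0.0539. Over 30 untargeted C:G positions of the MT-Nd3 amplicon, 11 of them those called higher, the mean percent of edited calls and C_12_ editing in the same 6 hearts had an r of 0.992 (exact permutation test, p = 0.00556, adjusted p = 0.0333) and a rho of 0.943 (exact permutation test, p = 0.0167, adjusted p = 0.05). Without the 2 hearts farthest from the median this r was 0.972 (exact permutation test, p = 0.167). 

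**Figure D2:**
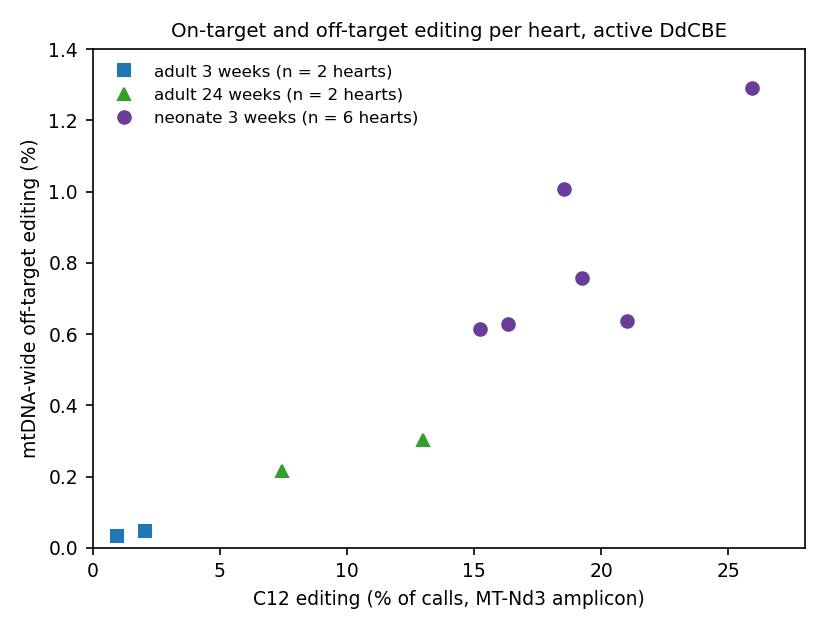
mtDNA-wide off-target editing in percent against C_12_ editing in percent of calls, each point 1 heart given active DdCBE (2 adults at 3 weeks, 2 adults at 24 weeks, 6 neonates). The neonatal hearts lie between 15.2 and 25.9% on the horizontal axis and between 0.615 and 1.29% on the vertical axis, apart from both adult groups.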

There was a positive correlation between on-target and off-target editing, with increased m.9576 G and m.9577 G modification being accompanied by higher levels of C:G-to-T:A SNVs (Supplementary Fig. 3b). 

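Nuclear mitochondrial DNA segments (NUMTs) are stretches of mtDNA copied into the nuclear genome. The authors amplified the copies of the target region on chromosomes 1 and 14 from 24 hearts each (10 active, 7 vehicle and 7 inactive) and called bases with the same tools as for mtDNA. The amplicon on chromosome 1 of GRCm38 runs from 24609693 to 24617853 (8161 bp). It holds an inverted, identical copy of the 51 bp that span both TALE sites and the spacer (24612979 to 24613029), and so all 5 cytosines. The amplicon on chromosome 14 runs from 111706555 to 111714668 (8114 bp), with the copy from 111710688 to 111710738. That copy differs from mtDNA at 7 positions (86.3% identity), counted by mtDNA position as G9576A, G9577C, A9578G, C9581T, T9587C, T9596C and C9598T, and it keeps only C_6_ and C_18_. The deposited tables list a value per heart for these cytosines. Their unit and depth are unknown, so no floor can be given, and the positions in their column labels exceed those in the amplicons by 3 bases, or by 363 for C_6_ on chromosome 14.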

Next, we tested off-target editing at nuclear pseudogenes, which are identical or share a high degree of sequence homology with mtDNA (nuclear mitochondrial DNAs, NUMTs). 

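Every value listed for the NUMTs was 0, in active and in control hearts. On chromosome 1 the 5 cytosines give 120 values and on chromosome 14 the remaining cytosines give 48 values, of which 0 are above 0. With all values equal, tests of 10 active against 14 control hearts, or of 6 against 6 neonatal ones, give a permutation p of 1 by construction and carry no information. The level of editing that these zeros exclude cannot be given.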

We did not observe editing beyond the background at the tested NUMTs, even though one of them was identical with the mtDNA on-target sites (Supplementary Fig. 4). This result is consistent with previous reports of exclusive mitochondrial localization of DdCBEs^28^. Taken together, our data show that, while no detectable off-targeting is observed in nDNA upon AAV delivery of DdCBE, substantial off-targets are observed in mtDNA, especially when the on-target modification is also high. 

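In each of the 3 active groups the mtDNA-wide frequency lay above every control heart of the same age and time, whereas both NUMT tables list only zeros. The median depth of the mtDNA-wide libraries over all 24 hearts was 4554. Having seen no editing above the background at the NUMTs it tested, the paper concludes that off-targeting is not detectable in nuclear DNA. From the mtDNA-wide frequencies it concludes that off-targets in mtDNA are substantial, above all where on-target editing is high.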

The latter result suggests that future development of DdCBE must focus on further improvement of the precision of this emerging tool.

## Discussion

The discovery of a bacterial cytidine deaminase acting on double-stranded DNA (DddA) led to the development of mitochondrial DddA-derived cytosine base editors (DdCBEs), which is likely to revolutionize the field of mammalian mtDNA genetic modification^28^. The DdCBE technology provides the potential to reverse engineer the mitochondrial genome in animal cells and eventually correct homo- and heteroplasmic pathogenic point mutations in mtDNA. Generation of novel animal models is now expected to proceed in an expedited fashion, either by DdCBE-mediated manipulation of Embryonic Stem (ES) cells, direct modification of mouse embryos or, as shown here, by somatic delivery. As with any emerging technologies, the DdCBE approach needs to be tested in multiple systems to validate its usefulness. Thus far, the versatility of DdCBEs was shown by successfully base editing five mtDNA genes with efficiencies ranging between 5 and 50% in human cells in vitro^28^. Further proof-of-concept exemplified the use of base editing in mouse embryos and reported successful germline transmission of DdCBE-induced mtDNA edits^29^. In the latter report, mutations in *MT-Nd5*, generated by delivering DdCBE mRNAs in mouse zygotes were maintained throughout development and differentiation. These mutations were successfully transmitted to offspring (F1) with heteroplasmy levels of up to 26%, providing evidence that DdCBEs can be used to generate mouse models with bespoke mtDNA mutations^29^. In this study, we used somatic AAV delivery of DdCBEs, providing a proof-of-concept for an alternative in vivo mtDNA mutagenesis means. The presented successful AAV-based mtDNA editing is also critical for in vivo proof-of-concept and insights into potential clinical translation to human somatic mitochondrial gene correction therapies to treat primary mitochondrial disease (PMD) phenotypes in worst-affected tissues. These future therapies could be crucial for mtDNA-associated PMDs, whose de novo genetics and hard-to-predict penetrance make preimplantation genetic diagnosis (PGD) screening difficult.

We predicted two possible issues that could prevent efficient mtDNA editing by DdCBEs in vivo. [i] The editing of mitochondrial genomes with the current DdCBEs involves inhibition of mitochondrial base excision repair (BER), to allow the retention of uracil in DNA (the result of cytosine deamination) and a sufficient level of active mtDNA replication allowing for the conversion of uracil into thymine^28^. The efficacy of mitochondrial BER had not been fully investigated in vivo and it was possible that it operates at the level of preventing efficient DdCBE-mediated editing. [ii] Previous reports highlighted that mammalian mtDNA is replicated continuously even in post-mitotic cells^33^, but whether its activity is sufficient to achieve successful editing by DdCBEs was unknown. The successful mtDNA editing in mouse hearts reported here show that [i] the efficacy of BER operating in mouse heart does not lead to immediate excision of uracil in DNA, precluding efficient editing, and [ii] the level of mtDNA replication is high enough for fixing C-to-U deamination events into C-to-T mutations within 3 or 24 weeks after DdCBE treatment of neonatal or adult mice, respectively.

In neonates, our data also show that DdCBE administration earlier during development results in higher editing efficiency. A partial explanation for this finding could be that [i] at earlier vector administration, the greater AAV vector-to-cell ratio promoted higher transduction of the DdCBEs in the neonate heart and [ii] the postnatal development of mouse cardiomyocytes involves substantial mtDNA replication leading to an almost 13-fold increase of mtDNA copy number during the first four weeks of postnatal life^34^, increasing the probability of fixing C-to-U deamination events into C-to-T mutations. Considering future therapeutic interventions based on DdCBE-mediated mtDNA correction, this observation may be encouraging in the context of those mitochondrial diseases with early-onset and a rapid progression, for which administration of potential therapies in adults would be inadequate. Nonetheless, further studies on the gene correction potential of AAV-delivered DdCBEs would be required in mtDNA-disease mouse model. However, none of the four currently available mouse models harboring pathogenic mtDNA point mutations is suitable for a DdCBE-mediated gene correction study either due to the nature of mutation (*MT-ND6*: m.13997 G > A, *MT-MK*: m.7731 G > A, *MT-TA:* m.5024 C > T) or incompatible sequence context upstream of a T-to-C mutation (*MT-COI:* m.6589 T > C)^35^. The latter means that, in addition to DdCBE-based approaches, the field should continue generating novel mouse mtDNA mutated mouse lines using the established, phenotype-first pipeline, as it can generate any mtDNA mutations (not only C:G to T:A offered by DdCBEs)^36^.

Our results confirm the previous observation that each DddA_tox_ split edits the TC sites with a preference for specific windows in the spacing region. They also highlight that for any given target sequence, testing G1397 and G1333 splits in both orientations are required to achieve on-target editing. Here we demonstrate that the pair DdCBE-Nd3-9577-1 combining the G1333-C split in the TALE targeting the L-strand with G1333-N on the TALE targeting the H-strand produces more robust base editing of C_12_ and C_13_ located on the H-strand. Such observations fall in line with the previous reported preference of this split combination, which favors base editing of H-strand Cs present in the center of the editing window between the TALEs^28^.

Our off-target editing analysis revealed that adult mice treated with DdCBE-Nd3-9577-1 for 24 weeks show ~0.25% of C:G-to-T:A SNV frequencies mtDNA-wide, which is higher than these reported previously for DdCBEs transiently expressed for 3 days in human cells, which ranged between ~0.05 to ~0.15%^28^. Also, the C:G-to-T:A SNV off-target frequencies detected in the neonates injected with the active DdCBE-Nd3-9577-1 pair for 3 weeks were on average at ~0.8%, which was ~5 times higher than the least “precise” mitochondrial base editor reported by Mok et al.^28^. We attribute these differences to longer mtDNA-DdCBE exposure time (weeks vs days) in our experiments and conclude that further optimization of mitochondrial DdCBE concentration and specificity will be required, especially in long-term in vivo experiments.

In the present study *MT-Nd3* G40K was installed to provide a proof-of-concept of somatic mtDNA editing. However, this mutation is located in the conserved ND3 loop involved in active/deactive state transition^31,32^. It is expected that high G40K heteroplasmy will result in mitochondrial dysfunction by permanently locking complex I in active confirmation, which warrants further studies. In addition, it has been previously shown that targeting the reversible S-nitrosation of the neighboring ND3 residue C39^37^ protects against ischaemia-reperfusion (IR) injury. In this line, the G40K mutant could be explored in the context of changes in exposure of Cys39 in models of IR injury.

In conclusion, DdCBE is a promising tool for de novo mtDNA editing in post-mitotic tissue, which upon further research and optimization could be used to revert pathogenic mtDNA variants in patients affected with mitochondrial disease.

## Methods

### Ethics statement

All animal experiments were approved by the local Animal Welfare Ethical Review Body (AWERB) at the University of Cambridge and carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (Procedure Project Licence: P6C20975A) and EU Directive 2010/63/EU.

### Plasmid construction and viral vectors

The DdCBE architectures used were as reported in^28^. A catalytically dead DddA_tox_ (E1347A) was used in the “inactive” control experiments. TALE arrays were designed using the Repeat Variable Diresidues (RVDs) containing NI, NG, NN, and HD, recognizing A, T, G, and C, respectively. To construct the plasmids used in the cell screen, all DdCBEs ORFs were synthesized as gene blocks (GeneArt, Thermo Fisher) and cloned into pVax vectors downstream of a mitochondrial localization signal (MLS) derived from SOD2, using the 5´ KpnI and 3´ BglII restriction sites (Supplementary Sequences 1). Vector construction of DdCBEs intended for AAV production was achieved by PCR amplification of the transgenes to include 5´ NotI and 3´ BamHI sites, allowing cloning into a rAAV2-CMV backbone (Supplementary Sequences 2), previously reported in^26^. The resulting plasmids were used to generate recombinant AAV2/9.45 viral particles at the UNC Gene Therapy Center, Vector Core Facility (Chapel Hill, NC).

### Cell culture and transfections

NIH/3T3 cells (CRL-1658^TM^, American Type Culture Collection (ATCC)) were cultured at 37 °C under 5 % (vol/vol) CO_2_ and in complete Dulbecco’s Modified Eagle Medium (DMEM) (4.5 g/L glucose 2 mM glutamine, 110 mg/ml sodium pyruvate), supplemented with 10% calf bovine serum with iron and 5% penicillin/streptomycin (all from Gibco). Mycoplasma tests in the culture medium were negative. The cell line was not authenticated in this study. For DdCBE pair screen, NIH/3T3 mouse cells plated in six-well tissue culture plates at a confluency of 70% were transfected with 3200 ng of each monomer (L and H), to a total of 6400 ng of plasmid DNA using 16 µl of FuGENE-HD (Promega), following manufacturer´s guidelines. After 24 h, cells were collected for Fluorescence-activated cell sorting (FACS) and sorted for GFP and RFP double-positive cells using a BD FACSMelody^TM^ Cell sorter. The collected double-positive cells were allowed to recover for another 6 days and then used for DNA extraction, as described below.

### Animals

Mice in a C57BL/6J background were obtained from Charles River Laboratories. The animals were maintained in a temperature- and humidity-controlled animal care facility with a 12 h light/12 h dark cycle and free access to water and food, and they were sacrificed by cervical dislocation. In adult experiments, 8-week-old male mice were administered systemically by tail-vein injection with 1 × 10^12^ AAV particles of each monomer [AAV- DdCBE (L) - Nd3-9577 - G1333-C and AAV- DdCBE (H) - Nd3-9577- G1333-N]. An equal dose was applied in newborn pups (Postnatal day 1—males and females) via the temporal vein, using a 30 G, 30° bevelled needle syringe. Control mice were injected with similar volumes of vehicle buffer (1× PBS, 230 mM NaCl and 5% w/v D-sorbitol).

### Genomic DNA isolation and Sanger sequencing of *MT-Nd3* locus

NIH/3T3 mouse cells were collected by trypsinization, washed once in PBS, and re-suspended in lysis buffer (1 mM EDTA, 1% Tween 20, 50 mM Tris (pH = 8)) with 200 µg/ml of proteinase K. Lysates were incubated at 56 °C with agitation (300 RPM) for 1 h, and then incubated 95 °C for 10 min before use in downstream applications. Genomic DNA from mouse heart samples (~50 mg) was extracted with a Maxwell® 16 Tissue DNA Purification Kit in a Maxwell® 16 Instrument (Promega), according to the manufacturer´s instructions.

For Sanger sequencing, the *MT-Nd3* edited region was PCR-amplified with GoTaq G2 DNA polymerase (Promega) using the following primers: Mmu_Nd3_Fw: 5´- GCA TTC TGA CTC CCC CAA AT -3´; and Mmu_Nd3_Rv: 5´- GGC CTA GAG ATA GAA TTG TGA CTA GAA -3´. The PCR was performed with an initial heating step of 1 min at 95 °C followed by 35 cycles of amplification (30 s at 95 °C, 30 s at 63 °C, 30 s at 72 °C), and a final step of 5 min at 72 °C. PCR purification and Sanger sequencing were carried out by Source Bioscience (UK) with the Mmu_Nd3_Rv primer.

### High-throughput targeted amplicon sequencing

Genomic DNA was extracted as described above. For high-throughput targeted amplicon resequencing of the *MT-Nd3* region, a 15,781 bp fragment was first amplified by long-range PCR to avoid amplification of nuclear mtDNA pseudogenes (NUMTs), with PrimeSTAR GXL DNA polymerase (TAKARA) using the following primers: LongR_mtDNA_Fw: 5´- GAG GTG ATG TTT TTG GTA AAC AGG CGG GGT -3´; and LongR_mtDNA_Fw: 5´-GGT TCG TTT GTT CAA CGA TTA AAG TCC TAC GTG -3´. The PCR was performed with an initial heating step of 1 min at 94 °C followed by 10 cycles of amplification (10 s at 98 °C, 13 min at 68 °C), and a final step of 10 min at 72 °C. All PCR reactions from this and the following steps were cleaned up AMPure XP beads (Beckman Coulter, A63881). An aliquot of the purified long-range PCR reactions was amplified with primers containing an overhang adapter sequence, compatible with Illumina index and sequencing primers, in a 25 µl reaction, with Phusion^®^ Hot Start Flex 2X Master Mix (NEB, M0536S) using the following primers: Nd3adapter_Fw: 5’– TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG TTC TGA ATA AAC CCA GAA GAG AGT -3’; and Nd3adapter_Rv: 5’- GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GGG TAG ACG TGC AGA GCT TGT -3’. The PCR was performed with an initial heating step of 30 s at 98 °C followed by 12 cycles of amplification (10 s at 98 °C, 15 s at 62.2 °C, 15 s at 72 °C), and a final step of 5 min at 72 °C. The indexing PCR was performed using the Nextera XT Index Kit (Illumina, FC-131-1096) according to the manufacturer´s instructions. The PCR was performed with an initial heating step of 30 s at 98 °C followed by 6 cycles of amplification (30 s at 98 °C, 30 s at 55 °C, 30 s at 72 °C), and a final step of 5 min at 72 °C. Libraries were subjected to high-throughput sequencing using the Illumina MiSeq platform (PE75) and demultiplexed using the Illumina MiSeq manufacturer´s software.

For mtDNA-wide off-targets analysis, two overlapping long amplicons (8331 bp and 8605 bp) covering the full mtDNA molecule were amplified by long-range with PrimeSTAR GXL DNA polymerase (TAKARA) using the following primers: mmu_ND2_Fw: 5´- TCT CCG TGC TAC CTA AAC ACC -3´; with mmu_ND5_Rv: 5´- GGC TGA GGT GAG GAT AAG CA -3´; and mmu_ND2_Rv: 5´- GTA CGA TGG CCA GGA GGA TA -3´; with mmu_ND5_Fw: 5´- CTT CCC ACT GTA CAC CAC CA -3´. The PCR was performed with an initial heating step of 1 min at 94 °C followed by 16 cycles of amplification (30 s at 98 °C, 30 s at 60 °C, 9 min at 72 °C), and a final step of 5 min at 72 °C.

For nuclear DNA off-targets assessment, two regions with high homology to the *MT-Nd3* targeted region were analyzed. A region with 100% identity in chromosome 1 was amplified by long-range with PrimeSTAR GXL DNA polymerase (TAKARA) using the following primers: G40K_NUMT100_Fw2: 5´- TGC ACT GCT GAC CCA TTA AT -3´; with G40K_NUMT100_Rv2: 5´- ACA CAC ACT AGA CAA CAC CCA -3´. The second region with 86% identity in chromosome 14 was amplified using the following primers: G40K_NUMT86_Fw1: 5´- CTG GTG GTC ACT TGG TGT GT -3´; with G40K_NUMT86_Rv1: 5´- TGT TAC ATG TTT CTC TGT TTT TGC T -3´.

The PCR was performed with an initial heating step of 1 min at 94 °C followed by 20 cycles of amplification (30 s at 98 °C, 30 s at 60 °C, 9 min at 72 °C), and a final step of 5 min at 72 °C. Tagmentation and the indexing PCR were performed using the Nextera XT Index Kit (Illumina, FC-131-1096) according to the manufacturer´s instructions and as described above. Libraries were subjected to high-throughput sequencing using the Illumina MiSeq platform (PE250) and demultiplexed using the Illumina MiSeq manufacturer´s software.

### Processing and mapping of high-throughput data

Quality trimming and 3’ end adaptor clipping of sequenced reads were performed simultaneously, using Trim Galore! (--paired)^38^. For targeted amplicon resequencing of the *MT-Nd3* region and for mtDNA-wide off-targets analysis reads were aligned to ChrM of the mouse reference genome (GRCm38) with Bowtie2 (--very-sensitive; --no-mixed; --no-discordant)^39^. For nuclear DNA off-targets assessment reads were aligned to the two regions with high homology (GRCm38). Count tables for targeted amplicon resequencing of the *MT-Nd3* region were generated with samtools mpileup (-q 30)^40^ and varscan^41^. To study the editing pattern per reading and to determine the percentage of reads that had edits at C_12_ and C_13_, we used cutadapt (-e = 0; --action=none; --discard-untrimmed)^42^ for the 10nt surrounding the editing site in combination with the samtools flagstat command. For the mtDNA-wide and nuclear DNA off-targets analysis REDItools2.0^43^ was used (-bq 30) to generate count tables. The average mtDNA-wide C•G-to-T•A off-target editing frequency was assessed by summation of all off-target C-to-T and G-to-A editing frequencies divided by the total number of C•G sites in mouse mtDNA (5990).

### Quantification of viral genomes copy number and relative mtDNA content by quantitative real-time PCR

All quantitative real-time PCR reactions were performed in a QuantStudio^TM^ 3 system (Thermo Fisher), using a TaqMan™ Gene Expression Master Mix (Thermo Fisher), according to manufacturer´s instructions and Ct values obtained using the built-in software. Reactions were performed in a final volume of 20 µl in technical triplicates and each dataset represents samples from an individual mouse. Determination of viral genomes copy number of AAV-DdCBE (L) was performed using primers and probe detecting the DddA_tox_ split G1333-C: VG_1333C_Fw: 5´- GGA ACT TGC GGA TTT TGT GT -3´; VG_1333C_Rv: 5´- TTT GGG AGA ATT GGA GTT GC-3´; VG_1333C_probe: 5´-/56-FAM/ CGT AAA ACG /ZEN/ GGG AGC TAC AG /3IABkFQ/ -3´. Copy number of AAV-DdCBE (H) was performed using primers and probe detecting the DddA_tox_ split G1333-N: VG_1333N_Fw: 5´- CAT ACG CAC TTG GCC CTT AC -3´; VG_1333N_Rv: 5´- AAC ACC TTG CTC TCC AGT CC -3´; VG_1333N_probe: 5´-/56-FAM/ CAA CTG CCT /ZEN/ GCA TAC AAT GG /3IABkFQ/ -3´. DNA input was normalized to the nuclear gene *Actin*, using the primers and probe: Mmu_Actin_Fw: 5´- CTG CTC TTT CCC AGA CGA GG -3´; Mmu_Actin_Rv: 5´- AAG GCC ACT TAT CAC CAG CC -3´; Mmu_Actin_probe: 5´-/56-TAMN/ ATT GCC TTT CTG ACT AGG TG /3BHQ/ -3´. Standard curves were generated using tenfold serial dilutions of an individual plasmid DNA encoding both G1333-C and G1333-N splits, from 2.5 × 10^−6^ to 10^−3^ ng/reaction. Copy numbers were obtained by plotting the logarithm of the plasmid quantity against the measured Ct values from samples.

For relative mtDNA content in heart samples, mtDNA levels were quantified using primers and probe detecting MT-ND1: Mmu_Nd1_Fw: 5´- GAG CCT CAA ACT CCA AAT ACT CAC T -3´; Mmu_Nd1_Rv: 5´- GAA CTG ATA AAA GGA TAA TAG CTA TGG TTA CTT CA -3´; Mmu_Nd1_probe: 5´-/56-FAM/ CCG TAG CCC /ZEN/ AAA CAA T /3IABkFQ / -3´. Levels of MT-ND1 were normalized to the nuclear gene *Actin*, using the primers and probe: Mmu_Actin_Fw: 5´- CTG CTC TTT CCC AGA CGA GG -3´; Mmu_Actin_Rv: 5´- AAG GCC ACT TAT CAC CAG CC -3´; Mmu_Actin_probe: 5´-/56-TAMN/ ATT GCC TTT CTG ACT AGG TG /3BHQ/ -3´. The Ct values for each sample were used to calculate relative mtDNA copy number using the ΔΔCt analysis, using vehicle-injected mice as control.

### Immunoblotting of DdCBEs in mouse hearts

Heart samples (~50 mg) were homogenized in 200 uL of ice-cold RIPA buffer (150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8.0) containing 1X cOmpleteTM mini EDTA-free Protease Inhibitor Cocktail (Roche, UK), using a gentleMACS^TM^ dissociator. Homogenates were incubated on ice for 20 mins and then clear by centrifugation (20,000 × *g* for 20 min at 4 °C). Protein lysates (~20 μg) were mixed with 10 X NuPAGE™ sample reducing agent and 4X NuPAGE™ LDS sample buffer (Invitrogen), and incubated for 5 min at 95 °C. The boiled protein samples were then separated in a Bolt 4–12% Bis-Tris (Thermo Fisher) pre-cast gel and later transferred to a PVDF membrane using an iBlot 2 gel transfer system (Thermo Fisher), according to the manufacturer´s recommendations. The residual proteins that remained in the gel were detected using SimpleBlue SafeStain (Thermo Fisher) and used as a loading control. The membrane was blocked in 5% milk in PBS with 0.1% Tween 20 (PBS-T) for 1 h at room temperature (RT) and then incubated with either rat anti-HA-tag antibody (Roche, 11867423001), 1:1000 diluted in 5% milk in PBST or mouse anti-FLAG-M2-tag (Sigma–Aldrich, F3165), 1:2000 diluted in 5% milk in PBST. Membranes were washed three times with PBS-T for 10 min at RT and then incubated with HRP-linked secondary antibodies, either anti-rat IgG (Cell Signaling, 7077 S) or anti-mouse IgG (Promega, W4021), 1:5000 diluted in 5% milk in PBST. The membranes were washed another three times as before and imaged digitally with an Amersham Imager 680 blot and gel imager (GE Healthcare), upon incubation with Amersham ECL^TM^ Western Blotting Detection Reagents (GE Healthcare).

### Immunohistochemistry and microscopy

At sacrifice, mouse heart samples were frozen by immersion in isopentane cooled in liquid nitrogen. For immunohistochemistry analysis, heart samples were mounted in optimal cutting temperature compound (OCT) and sectioned on a cryostat at −20 °C to a thickness of 8 μm. Sections were fixed in 10% neutral buffered formalin (SIGMA, HT501128) at RT. After three washes in PBS, samples were permeabilized using 0.2% Triton X- 100 in PBS for 15 min at RT, followed by three washes in PBS, and then blocked in 5% normal goat serum + 2% BSA in PBS for 1 h at RT. After three washes in PBS, samples were incubated with the rabbit anti-HA-Tag (Cell Signaling, 3724) primary antibody 1:2000 in DAKO solution (Agilent, S3022) for 1 h at RT, followed by three additional washes in PBS. Sections were then incubated with goat anti-rabbit IgG (H + L) AlexaFluor diluted 1:300 in DAKO diluent solution 568 for 1 h at RT, washes three times in PBS and finally coverslip with prolonged diamond antifade mountant with DAPI (Thermo Fisher, P36962). All confocal images were acquired using a Zeiss LSM880 microscope using identical acquisition parameters.

### Statistics

Graphical visualization of data and all statistical analyses were performed with GraphPad Prism software (version 8.0). All numerical data are expressed as mean ± standard error of mean (SEM). Ordinary one-way ANOVA with Dunnett’s test was used for multiple comparisons. Animals were randomized and no blinding to the operator was used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files, apart from proprietary scripts which are available upon request by contacting the authors. The NGS files generated in this study have been deposited in GEO: GSE184064. Source data are provided with this paper.

## Source data

Source Data

## Code availability

On and off-target effects from next-generation sequencing data were calculated with Varscan2, source code: https://github.com/Jeltje/varscan2, written by Koboldt et al.^41^.

How the deposited data were processed for this re-analysis (not part of the article)

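The sources were amplicon and long-range PCR sequencing of mtDNA from NIH/3T3 cultures and mouse hearts, with amplicons of NUMTs from hearts. The screen of cultures comprised 8 active, 8 inactive and 2 vehicle cultures. The heart amplicon comprised 12 adult and 20 neonatally injected hearts, and the mtDNA-wide and NUMT data 24 hearts each. Samples were mapped from the sample labels and the paper's source data.

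For the MT-Nd3 amplicon, the submitters' processing notes and the paper name Trim Galore, Bowtie2 and SAMtools with the GRCm38 build, and cutadapt for the read patterns. The versions are not given in the sources used here. The authors deposited raw base counts per position and strand for the hearts, made with SAMtools mpileup and VarScan at a mapping quality of at least 30. They deposited the percent of edited calls at the 5 cytosines of each culture and heart, rounded to whole percents, and the percent of edited reads with each codon outcome, whose 3 values sum to 100. For the mtDNA-wide data, the authors deposited the summed off-target C:G-to-T:A frequencies divided by the 5990 C:G sites of mouse mtDNA, as a percent, called with REDItools2.0 at a base quality of at least 30, and a coverage value, the mean depth per position. The NUMT tables hold a value per cytosine, taken as a percent made by the authors, although the tables give neither unit nor depth.

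The base counts were read as deposited. The sheets join their fields by different separators, and every one was read in the same way. For each heart and position, the percent edited is the C>T calls at a reference C, or the G>A calls at a reference G, over all base calls. The counts stop just above the same depth in every heart (8016 to 8034 calls at the 5 cytosines), and nearly all calls at the target are from the reverse strand. A Wilson interval at 95% was computed for the share of each heart. The reference base in the count files differs from GRCm38 at position 9461 in MT-Nd3, where 99.9 to 100% of the calls in the 31 hearts carry the GRCm38 base, and that position was left out of the mean over untargeted positions and of the test of sequence context. It was kept among the 56 C:G positions tested, where it was not called (permutation test, adjusted p = 0.701). Coordinates, codons and flanking sequence were taken from GRCm38 and its annotation. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Biopython 1.88, SAMtools 1.23.1 for the reference and matplotlib 3.10.9 for the plots.

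Groups of cultures or hearts were compared by the difference of their means with two-sided permutation tests, exact wherever a group had fewer than 10 samples and with 100000 resamples otherwise. P-values were adjusted by Benjamini-Hochberg within each family of tests, with a threshold of 0.05. The paper's statistics section names an ordinary one-way ANOVA with Dunnett's test for multiple comparisons, and the text does not say which sequencing comparisons it was applied to. Over the amplicon, positions with at least 1000 calls in every heart were tested, and the percents of single positions were compared between 7 active and 13 control neonatal hearts. The groups, the rule for named positions, and the tests and alternatives other than those named here or in the closing section as added later were chosen before the data were examined. That rule names the 5 cytosines the paper names, whose rounded percents in the paper's source data had been seen, and up to 10 further C:G positions with the largest difference of mean percent among those with an adjusted p under 0.05 and every active neonatal heart above the mean of the controls. The position test was tested on simulated data of 20 runs of 56 positions. It called 83.3% of positions raised by 0.1 points, 98.3% of those raised by 0.25 points and 0.795% of 880 positions that were not raised. A quasi-binomial model called 80% and 98.3% of the raised positions and 1.02% of the others.

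The alternatives comprised other denominators, the deposited percents in place of the counts, single strands, logit, log2 and rank scales, other control groups, other minimum call numbers (100 and 10000), a quasi-binomial model, Fisher's exact test on pooled counts, means weighted by depth, and leaving out each sample in turn. Fisher's test on pooled counts treats calls as replicates and leaves out the spread between hearts, so its p-values can be too small. Leaving out the positions inside the amplicon primers (20 of the C:G positions), leaving out position 9461, leaving mouse 9 out of the vehicle background of the single-edit reads, and the mean over untargeted positions with its correlations, were added after the data were seen. Counts of one inactive adult heart at 3 weeks were left out, because the name of its count sheet also matches a culture. A second copy of the tables of percents, identical to the first, was not used. Base counts of the cultures, and calls at single sites of the mtDNA-wide and NUMT data, were not analysed here.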

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

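The tests of other substitutions, of the sequence context, of the adult hearts, of mixing, of base quality, of the background without mouse 9 and of the G40E and G40* shares between cultures and hearts were chosen only after the results were seen. Those of the nuclear copies were worded with the 11 called positions already known, and the others were set before.

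In neonatal hearts given active DdCBE, C:G-to-T:A calls rose above the controls at positions of the MT-Nd3 amplicon that the paper does not discuss. The mean over 7 active hearts was 4.05% at m.9499 (S14F), 2.97% at m.9482, 2.04% at m.9564 (P36S), 1.05% at m.9552 (E32K), 0.566% at m.9550 (S31L), 0.538% at m.9500, 0.573% at m.9543, 0.364% at m.9479, 0.249% at m.9574 (C39Y) and 0.173% at m.9565 (P36L). The 13 control hearts had means of 0.0816, 0.0893, 0.0317, 0.380, 0.0288, 0.0384, 0.159, 0.0365, 0.0566 and 0.0393% at these positions, in the same order.

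Chance is unlikely to give the number of raised positions: 1 of 100 splits of the 20 hearts, the real one, called as many (11), and the highest of the others called 4. Only these 100 of the 77520 splits were drawn, and the test takes hearts as exchangeable, so chance is not excluded. A general rise of sequencing or PCR error in the active libraries is argued against by the other substitutions, of which 0 were called higher by the permutation test (31 at an unadjusted p under 0.05, 28 of them lower) and 0 by a quasi-binomial model. Fisher's exact test on pooled counts called 2 higher, but it leaves out the spread between hearts. The other substitutions cannot address an error confined to C:G-to-T:A changes, since these are left out of them. An error seen only in the neonatal libraries is argued against by the adults at 24 weeks, where both active hearts exceeded every control at 9 of the 11 positions. Reads from the nuclear copies on chromosomes 1 and 14 cannot account for the whole pattern, because these copies carry the edited base at 3 of the 11 positions. That is more than the limit of 2, which was worded with the 11 positions already called, but still leaves 8 without it. Other nuclear copies were not examined. The mean rise was 0.312 points at the 3 positions where the chromosome 14 copy carries the edited base. At 21 other bases in which that copy differs from mtDNA, the mean change was -0.00717 points (SD 0.0498). These 21 had at least 1000 calls in every heart, lie outside the 5 cytosines and leave out C:G-to-T:A differences. A candidate explanation, found and tested on the same data, is the same deaminase activity acting beyond the spacer: outside the primers and the 5 cytosines the paper names all 7 cytosines after a thymine were called, against 4 of 23 others (two-sided Fisher's exact test, p = 0.000162), and with these 5 included it was 9 of 11 against 5 of 24 (p = 0.0019), since C_17_ and C_18_ follow a thymine and were not called (adjusted p = 0.541 and 0.635).

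Control mouse 9 (vehicle, 24 weeks) stood far from the other 6 adult control hearts, with 1.03% at C_12_ (next highest 0.511%) and 0.972% at C_13_ (next highest 0.386%). Mouse 13 (neonate, inactive), singled out after its values were seen, had 1.30% at C_12_, followed among neonatal controls by inactive mice 27 (0.822%) and 19 (0.536%). Low-quality base calls are argued against for mice 9 and 13, since the quality of their A calls at C_12_ lay at least 2.59 SD above the mean of the other control hearts (30 against 16.8 and 28 against 17.8). Reads from edited hearts mixed into these samples may explain the values: the excess of mouse 9 at the 10 further positions was 1.35 times, and that of mouse 13 was 1.51 times, the excess that a mixture giving their C_12_ values would bring. Mouse 9 also had the highest mtDNA-wide frequency of the 4 controls at 24 weeks (0.0477%, the others 0.0291 to 0.0355%), and mouse 13 has no such value. Whether mixing took place, and at which step, stays open, and no biological explanation was tested.

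Among edited reads, G40E exceeded G40* in the cultures of pair 1, while G40* exceeded G40E in the hearts. The difference of the shares (G40E minus G40*) had a mean of 1.43 points in the 2 cultures and of -1.86 points in the 11 active hearts, so the 2 groups differed by 3.29 points, with 2 of 2 and 11 of 11 samples in opposite directions (two-sided exact permutation test, p = 0.0256, the smallest p the design allows). Background G>A calls counted as single edits in hearts could contribute, and after the vehicle percent was taken off, 7 of the 11 hearts kept more G40* than G40E reads while the 4 adult hearts had 0 of each. With mouse 9, whose own percents are high, left out of the vehicle hearts, mouse 8 (24 weeks) also kept G40* (0.0951% of reads) and no G40E, which makes 8 of 11, so background stays open for the other 3 adult hearts. The vehicle percent comes from base counts and the shares from reads matched without error. This subtraction may therefore take off too much, and it decides nothing for those 3 hearts. A difference between cell line and heart stays open as well, untested.

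Neonatal control mouse 19 (inactive) was set apart from the other 5 neonatal controls in mtDNA-wide frequency, at 0.0413% (next highest 0.0331%). Of 21 groups of 4 to 7 samples examined in this way, 3 had a sample set apart, mouse 9 at both cytosines, and chance sets one apart in about 1 in 20 groups.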

How the results depend on the processing

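Leaving out the primer positions, leaving out m.9461 and leaving mouse 9 out of the vehicle background were the alternatives chosen after the results were seen. Of 398 alternatives for 25 results, 382 kept the direction and the side of the threshold (or, for counts, stayed within 1.5 times), and so did all 336 alternatives for 12 positions named in the amplicon. Of these 12, however, 10 were picked for the largest differences in the same hearts, and most of their alternatives leave out a single heart. These could hardly change the call, so the 336 show little. Of the 398, however, 148 could not have crossed the threshold, 58 because every NUMT value is 0 and 90 because the groups of 8 comparisons are too small to pass it, and of the other 250, 234 kept both. The reverse-strand alternatives at the cytosines the paper names use nearly the same calls as the main values, so they could hardly differ either. With the adults at 24 weeks only, the differences from controls were 9.66 points at C_12_ and 9.60 points at C_13_ (exact permutation p = 0.133 each), because fewer hearts cannot reach the threshold. The G40K difference then fell from 7.61 to 1.11 points (exact permutation p = 0.0556, the smallest possible), so the difference shrank as well as the number of hearts. Taking the vehicle background off the single edits reversed the G40K difference to -1.92 points, because it set the single edits of all 4 adult hearts to 0, and to -1.74 points without mouse 9 in that background, where of the adult single edits only G40* of mouse 8 stayed above 0. That background comes from base counts, a measure unlike the read shares, so both reversals may come from the subtraction itself. Without the 2 hearts farthest from the median, the correlation of on-target and off-target editing changed from 0.781 to -0.0185, and it ranged from 0.252 (without mouse 14) to 0.924 when single hearts were left out. The 11 C:G positions called stayed 11 without m.9461. With forward-strand calls only 5 were called, and with reverse-strand calls only 6, where fewer positions were tested. The strands cover separate stretches, 73 positions up to m.9506 with forward-strand calls and 76 from m.9532 with reverse-strand calls. These counts therefore divide the amplicon between the strands, and no position was compared between them. Of C:G positions lower in active hearts there were 0, but 3 without control mouse 29, 2 without active mouse 16, 1 each without active mouse 15 or 26 or control mouse 20, 24 or 25, 2 with inactive and 1 with vehicle hearts as the only controls, and 3 with Fisher's exact test. For other substitutions the count of 0 by permutation (31 at an unadjusted p under 0.05) became 40 with Fisher's exact test on pooled counts (38 lower), 1 with reverse-strand calls only and 1 with the primer positions left out, and stayed 0 with a quasi-binomial model. When single hearts were left out it ranged from 0 to 10, all lower in active hearts (10 without control mouse 29, 4 without active mouse 26, 3 without control mouse 24, 1 without control mouse 25 and 1 without active mouse 16), and the cause was not tested. The forward-strand alternative at the 5 cytosines and the minimum of 10000 calls could not be run, since no calls or positions were left. In the cultures and the NUMT tables, unknown depth limits what a value of 0 excludes. For the adult hearts, 2 per group and time limit every comparison at a single time.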

Differences from the paper's values

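No test in this part was chosen after the results were seen.

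For adult hearts at 24 weeks, the paper's highest C_12_ or C_13_ editing is 20%, and the base counts give 13.0% (mouse 8, C_12_). Of the alternatives set before the data were examined, the authors' deposited percents give 20% and close the gap, as they must if the paper's value was taken from them. Counting only reference and A calls (13.0%) does not. Counting only reverse-strand calls (13.0%) could not, since nearly all calls at the target are from that strand. The other 30 values compared lay within 1.5 times the paper's or within the replicate SD. Apart from the heart C_12_ and C_13_ percents and the NUMT identities, these are the authors' deposited values, so their closeness to the paper's was fixed beforehand and tests nothing. The heart percents from the base counts lay below the deposited ones in 18 of 18 values of at least 10%.

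The paper states that control hearts showed no editing of C_12_ and C_13_. In the base counts, mouse 9 (vehicle, 24 weeks) had 1.03% and mouse 13 (inactive, neonate) 1.30% at C_12_ (1% and 2% at both cytosines in the authors' deposited percents), while the other 12 neonatal controls had a mean of 0.409% and the other 6 adult controls a mean of 0.374%. The highest of those 12 were inactive mice 27 (0.822%) and 19 (0.536%), both listed at 0 in the deposited percents. The paper describes the mtDNA-wide frequency of adults at 3 weeks as comparable to that of the controls. Here both active hearts (0.0465 and 0.0341%) lay above the highest of the 4 controls (0.0301%), in a design that cannot pass 0.05 (exact permutation test, p = 0.133).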

Other observations

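The tests of the ratios between adults and neonates and of the correlation with the mean over untargeted positions were chosen only after the results were seen.

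The further C:G positions of the amplicon were also raised in adult hearts. At 24 weeks, m.9499 stood at 1.82% in mouse 7 and 3.62% in mouse 8, m.9482 at 1.52 and 2.92%, m.9564 at 0.986 and 1.63%, and m.9552 at 0.814 and 1.49%. At 3 weeks, both active hearts exceeded all 3 control hearts at 6 of the 11 positions called in neonates. Divided by C_12_ editing of the same heart, with the control means taken off both measures, 7 of the 10 further positions were higher in both adults at 24 weeks than in every neonate, for example m.9565 (P36L), the first base of the spacer (0.0524 in adults, 0.00682 in neonates), and m.9552 (0.0716 and 0.0341). At m.9550 (S31L, 0.00916 and 0.0277) and m.9574 (0.0023 and 0.00998) both adults were lower, and m.9500 overlapped (two-sided exact permutation test, p = 0.222). For the other 9 the exact permutation p was 0.0556 each, the smallest that 7 against 2 allow. The count of 7 depends on the choice of measure. Without taking off the control means, 8 positions were higher (m.9500 among them), m.9550 was lower and m.9574 overlapped (exact permutation p = 0.111). With the authors' deposited C_12_ percents as the divisor, 3 positions were higher (m.9482, m.9552 and m.9565), m.9550 and m.9574 were lower, and the other 5 overlapped (m.9499, m.9564, m.9500, m.9543 and m.9479).

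Over the 30 C:G positions of the amplicon outside the primers and the 5 cytosines, neonatal active hearts had a mean of 0.457% ± 0.0601 (SD, n = 7) edited calls and control hearts 0.0731% ± 0.0112 (SD, n = 13). The 30 include the 11 positions called higher in the same hearts, so their calls fix the outcome of a test of these means and no p is given. Within 6 neonatal hearts this mean and the mtDNA-wide frequency had a Pearson's r of 0.799 (exact permutation test, p = 0.103, adjusted p = 0.119) and a Spearman's rho of 0.83 (exact permutation test, p = 0.0583, adjusted p = 0.117), among 6 correlations computed. Without the 2 hearts farthest from the median r was 0.177 (exact permutation test, p = 0.917). Too few hearts over a narrower range are left for a test, so this shows only that r depends on those 2.

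The percents computed from the base counts lay below the deposited percents of the same hearts wherever these were at least 10%, in 18 of 18 values and by 2.67 to 7.00 points. The ratio of the former to the latter was 0.756 to 0.841 in neonates and 0.650 to 0.733 in adults at 24 weeks.

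For substitutions other than C:G-to-T:A in the amplicon, 100 of 100 splits of the 20 neonatal hearts called at least as many positions as the real split, which called 0 by the permutation test (31 at an unadjusted p under 0.05), and the highest of the other splits called 2. With a real count of 0, every split calls at least as many, so this number of splits is fixed and shows nothing.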
